A study of Rattus norvegicus with 16 samples. Its data were reported in "Single-cell transcriptomics and chromatin accessibility profiling elucidate the kidney-protective mechanism of mineralocorticoid receptor antagonists" (2024).

How the data were processed

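Bulk RNA-Seq was analyzed from the kidneys of rats in 4 groups of 4 animals each: control rats, rats given deoxycorticosterone acetate with salt (DOCA), and DOCA rats given finerenone or spironolactone. DOCA is a precursor of mineralocorticoid hormones, and DOCA with salt produces hypertension and kidney damage. Per the study's methods, all DOCA groups also had a kidney removed before treatment while control rats had a sham operation, so each comparison with control covers the operation, DOCA and salt together. Finerenone and spironolactone block the mineralocorticoid receptor. Groups and replicate numbers were taken from the sample labels.

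The authors checked reads with FASTQC, trimmed them with TrimGalore, aligned them with STAR to the rat build rn6 (Rnor_6.0) and quantified genes with RSEM. The deposited estimated counts were RSEM values per gene and library, not scaled for depth or gene length, and 3.14% of them were not whole numbers. These counts were rounded before testing. The deposited TPM values, a measure of relative transcript abundance, were scaled by the authors for gene length and to the same total in each library. The RNA was polyadenylated per the labels, and the libraries kept the strand per the study's methods. The annotation was not stated. Reads shared by near-identical genes can be split or lost in such counting, so a value of a gene with close copies is uncertain.

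Both tables held 32623 Ensembl gene IDs. The files do not pair these IDs with gene names. The RefSeq gene table used for names, of the rat assembly GRCr8, had 0 filled cells in its column of Ensembl IDs, so 0 IDs were given a name. Gene names, coordinates, tests of gene lists and of the mineralocorticoid target set are therefore not reported here. The rule written before the data were examined named genes only where a gene name was known, so it named none. The 2 IDs with the largest rise and the 2 with the largest fall in DOCA compared with control were instead taken by the remaining parts of that rule, after the values were seen. Those parts were a call in this comparison, a mean log2 CPM of at least 1 and no overlap between the CPM of both groups' libraries, which 3288 IDs met.

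Genes were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F test with robust dispersion and TMM normalization, in a single fit of all 4 groups with no block. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change of at least 0.5. The study set aside 1 DOCA and 1 spironolactone library as outliers. Its supporting values cover the other 3 replicates of these groups, so DOCA replicate 4 and spironolactone replicate 4 were taken to be these libraries and left out, which left 14 libraries. Genes with a count above 4 in at least 3 libraries were kept, 14628 in all. CPM are counts relative to the TMM-scaled library total of 1000000. The common biological coefficient of variation was 0.165. Standard errors of log2 fold changes were computed from the fold change and its F statistic.

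A score per library placed it between the control mean (0) and the DOCA mean (1), by regression through the origin over the genes called between these groups, on log2 CPM with a prior count of 2. The scores of both drug groups were compared by an exact 2-sided permutation test. Because comparisons share libraries, unchanged groups were simulated in 20 draws each, with each gene drawn independently. Groups unchanged from DOCA or from control were first set against the real libraries. All groups were then drawn anew from the fitted means, for drug groups unchanged from DOCA only.

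The tests were checked on simulated counts made from the real means, dispersions and library sizes, in which 200 genes were changed by 2-fold to 8-fold and those passing the filter were tested. In the simulated DOCA vs control comparison, over 14326 genes, 161 of 196 changed genes were recovered with 4 false calls. In the simulated finerenone vs DOCA comparison, over 14337 genes, 160 of 198 were recovered with 12 false calls, the most of the 6 comparisons. In the simulated spironolactone vs DOCA comparison, over 14339 genes, 158 of 197 were recovered with 7 false calls. Recovery in spironolactone vs DOCA was 100% for genes with a mean expression at or above the median and 65.5% for those below it.

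Total counts ranged from 7063146 to 8056935 per library, except for 10932887 in spironolactone replicate 4. A floor of 3 counts in a library corresponded to between 0.247 and 0.478 CPM on the same TMM scale. Intervals and floors cover counting error only. Counts of libraries of the same group differed by more than sampling noise in all 24 pairs, with a chi-square per gene between 4.95 and 45.1 where sampling alone gives 1, so each library was treated as a separate replicate.

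Alternatives written before the data were examined covered normalization (RLE, upper quartile, library size alone), filters (filterByExpr, none), tests (DESeq2 1.42.0, the edgeR likelihood ratio test, limma-voom, and limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1)), all 16 libraries, fits of only the 2 groups compared, the replicate number as a block, other thresholds, and leaving out each library. The TPM fits used genes with a TPM of at least 1 in at least 3 libraries and a log2 scale with a pseudocount, which understates changes of low genes. Another 3 alternatives were added after the data were seen. Counts of libraries sharing the first number of their code were summed, the second number was added as a term, and the 50 most abundant genes were removed. Figures were drawn with matplotlib.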

Results

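Bulk RNA-Seq counts were examined in 16 rat kidney libraries, 4 each from control, DOCA, finerenone and spironolactone rats. Finerenone and spironolactone rats also received DOCA and salt. Control rats were sham operated, whereas the other groups had a kidney removed. The total count was 7379620 ± 326461 (SD, n = 4) in control, 7589296 ± 354900 (SD, n = 3) in DOCA, 7577392 ± 412935 (SD, n = 4) in finerenone and 7723492 ± 282552 (SD, n = 3) in spironolactone libraries used for testing. The 2 libraries left out, DOCA replicate 4 and spironolactone replicate 4, had 7405497 and 10932887 counts. Each library carries a code of 2 numbers. Every first number occurred in libraries of 1 group only, so no comparison between groups could be made within a first number.

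The 50 most abundant genes held a different share of all counts in the groups. This share was 30.1% ± 1.01 (SD, n = 4) in control and 29.8% ± 2.05 (SD, n = 4) in finerenone libraries. It was 23.8% ± 1.65 (SD, n = 3) in DOCA and 24.1% ± 1.28 (SD, n = 3) in spironolactone libraries. DOCA and control differed by more than the spread between replicates, with an exact 2-sided permutation p of 0.0286, which is the smallest that 35 splits allow, and 0.0429 after Benjamini-Hochberg adjustment over 6 comparisons. The same p was obtained for finerenone vs DOCA, spironolactone vs control and finerenone vs spironolactone. These p take libraries as independent, and reassigning whole first numbers leaves too few splits for a p under 0.05. Finerenone and control did not differ (exact permutation p of 0.83, adjusted 0.83). Spironolactone and DOCA did not differ either (exact permutation p of 0.8, adjusted 0.83), although 3 libraries against 3 cannot give a p below 0.1.

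The effect of the DOCA-salt model was examined by comparing DOCA with control kidneys. Of 14628 genes tested, 3902 were called by edgeR's quasi-likelihood test, of which 2247 were higher and 1655 lower in DOCA rats. The median absolute log2 fold change of called genes was 0.94, beside a median standard error of 0.18 over all genes. CPM of both groups did not overlap for 6294 of all genes tested (43.0%), where chance gives 5.71%. By ratio the count moved most with a log2 fold change of at least 1, at which 1779 genes were called. By difference it moved most with limma on log2(TPM + 0.1), which called 6248 genes. The TPM scale has no correction for the share of the most abundant genes, and the median log2 fold change of all genes on it was 0.52, compared with 0.02 after TMM.

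**Figure D1:**
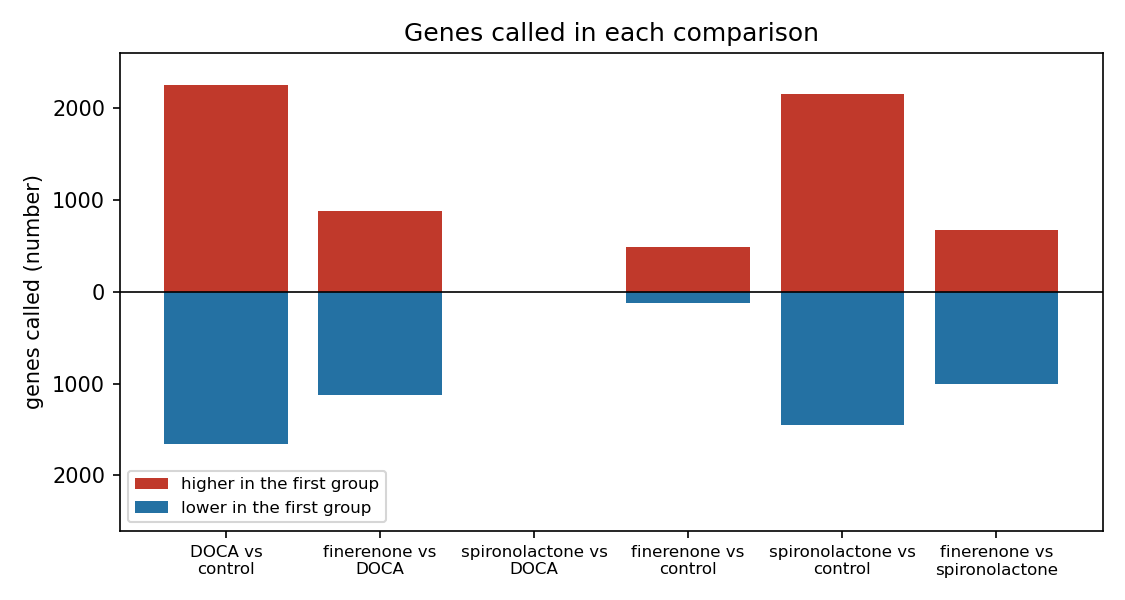
Number of genes called in each of the 6 comparisons (y axis), with genes higher in the first-named group above 0 and genes lower in it below 0. DOCA vs control has 2247 higher and 1655 lower genes, and spironolactone vs DOCA has 0.

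The 4 IDs with the largest changes between DOCA and control were followed through the drug groups. Their names and positions are not reported here. ENSRNOG00000028896 had 1 count over the 4 control libraries and 597 over the 3 DOCA libraries. The ratio of pooled, scaled counts was 609, with a 95% exact conditional binomial interval from 109 to 24075. Its edgeR adjusted p was 0.000496, and its CPM was 23.0 ± 7.96 (SD, n = 3) in DOCA rats. In finerenone rats its CPM was 3.13 ± 2.46 (SD, n = 4), a log2 fold change of -2.88 ± 0.71 (SE) compared with DOCA and an edgeR adjusted p of 0.0156. Without DOCA replicate 3 this edgeR adjusted p was 0.0580. In spironolactone rats CPM was 39.4 ± 32.4 (SD, n = 3), not different from DOCA (edgeR adjusted p of 1.00).

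ENSRNOG00000010478 rose from 0.516 ± 0.405 CPM (SD, n = 4) in control to 25.0 ± 8.09 CPM (SD, n = 3) in DOCA rats. Its log2 fold change was 5.52 ± 0.54 (SE), with an edgeR adjusted p of 5.54e-06. In finerenone rats it was 6.06 ± 3.2 CPM (SD, n = 4), lower than in DOCA by a log2 fold change of -2.05 ± 0.38 (SE), with an edgeR adjusted p of 0.00225. In spironolactone rats it was 30.4 ± 10.9 CPM (SD, n = 3) and did not differ from DOCA (edgeR adjusted p of 1.00).

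ENSRNOG00000052810 fell from 21.1 ± 15.3 CPM (SD, n = 4) in control to 0.258 ± 0.447 CPM (SD, n = 3) in DOCA rats. All 7 DOCA counts came from replicate 3. The fitted log2 fold change was -6.21 ± 1.24 (SE), with an edgeR adjusted p of 0.00252. Its size rests on those 7 counts, because the other tested DOCA libraries had 0. It was 8.2 ± 7.55 CPM (SD, n = 4) in finerenone rats, higher than in DOCA with an edgeR adjusted p of 0.0226. This call was lost without DOCA replicate 1 (edgeR adjusted p of 0.0823) and without DOCA replicate 2 (0.0773), with limma-voom (adjusted p of 0.131) and with libraries sharing the first code number summed (edgeR adjusted p of 0.132). Spironolactone rats had 0.285 ± 0.311 CPM (SD, n = 3), at which a difference from DOCA was not detectable at this depth.

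ENSRNOG00000047321 fell from 136 ± 105 CPM (SD, n = 4) in control to 9.70 ± 0.796 CPM (SD, n = 3) in DOCA rats. Its log2 fold change was -3.80 ± 1.35 (SE), with an edgeR adjusted p of 0.0482. That call was kept in 10 of 16 alternatives and in 4 of 14 fits that left out a library. CPM was 41.6 ± 32.4 (SD, n = 4) in finerenone and 58.7 ± 92.2 (SD, n = 3) in spironolactone rats. Neither differed from DOCA, with edgeR adjusted p of 0.297 and 1.00.

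**Figure D2:**
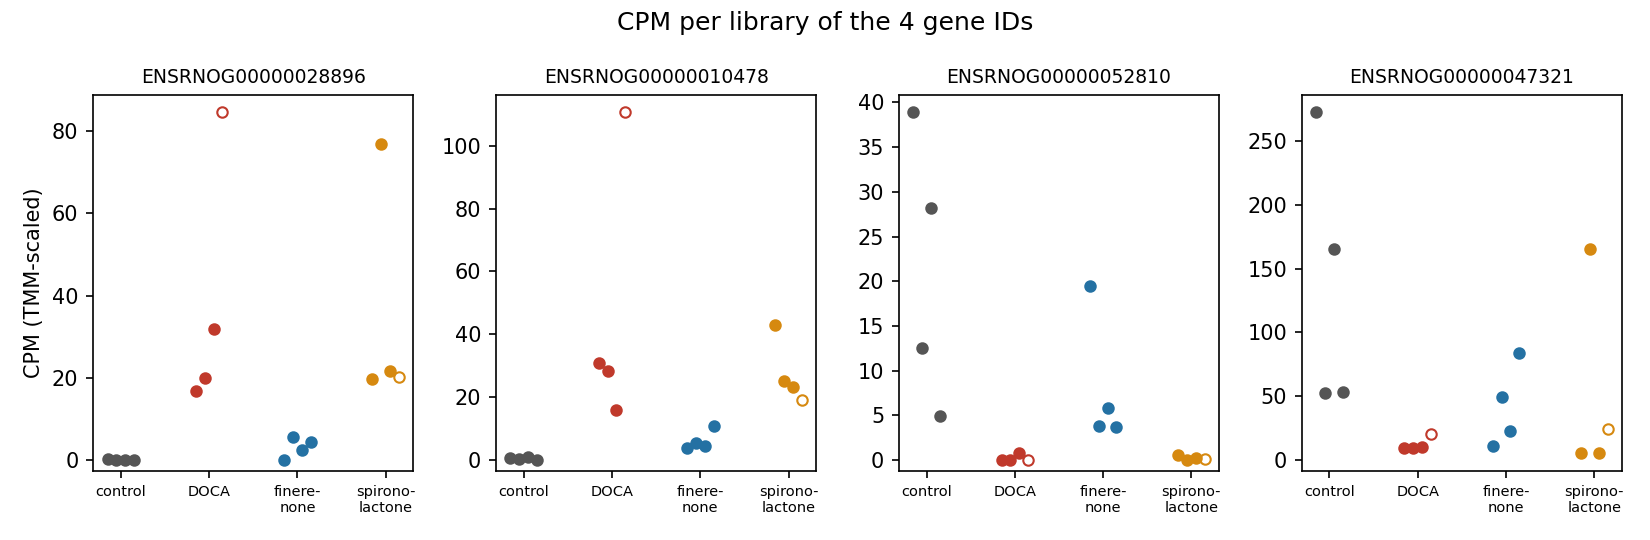
CPM after TMM scaling (y axis, linear, a separate scale in each panel) of 4 gene IDs in each library, by group (x axis). Open circles are DOCA replicate 4 and spironolactone replicate 4, which were in no test, and ENSRNOG00000010478 reaches 111 CPM in DOCA replicate 4.

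The effect of each drug in DOCA rats was examined next. Finerenone compared with DOCA gave 2011 called genes, 884 higher and 1127 lower. Spironolactone compared with DOCA gave 0 called genes by edgeR's quasi-likelihood test. In that comparison 578 genes had an unadjusted p under 0.05, fewer than the 731 expected by chance, and the smallest adjusted p was 0.174. The recovery of changes under 2-fold was not tested by simulation, so smaller effects of spironolactone are not excluded. DESeq2 called 11 genes, edgeR's likelihood ratio test 7, limma-voom 0, limma on log2(TPM + 1) 2 and limma on log2(TPM + 0.1) 0. The quasi-likelihood test called 1 gene without control replicate 4, 1 without DOCA replicate 2 and 2 without spironolactone replicate 2.

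The number of DOCA vs control changes that were reversed was then counted. Of the 3902 genes called between DOCA and control, 1687 (43.2%) were also called in the opposite direction between finerenone and DOCA, and 1 was called in the same direction. The reversed genes comprised 922 that were higher and 765 that were lower in DOCA than in control rats. Because both comparisons share the DOCA libraries, unchanged groups were simulated against the same libraries, and in each of 20 draws 0 genes were reversed. When all groups were drawn anew, at most 1 gene was reversed in place of finerenone and at most 3 in place of spironolactone. Of the reversed genes, 1470 were not called between finerenone and control, and 214 were still called in the direction of DOCA vs control. Spironolactone reversed 0 of the 3902 genes by edgeR's quasi-likelihood test, compared with 6 by DESeq2 and 5 by the likelihood ratio test. Opposite signs occurred for 98.3% of these genes with finerenone and for 64.3% with spironolactone. Unchanged groups gave 60.7% and 60.3% on average when all groups were drawn anew, with 61.1% as the highest draw for spironolactone. Each gene was drawn independently in all these simulations, whereas genes of a real library can vary together. The simulated range is therefore too narrow to show that 64.3% exceeds chance.

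Differences from control under each drug were also tested. Finerenone compared with control gave 612 called genes, 487 higher and 125 lower. Of these, 530 were called in the same direction between DOCA and control. The count was 370 without control replicate 1, 388 without control replicate 3, 349 without finerenone replicate 2 and 406 without finerenone replicate 4. Spironolactone compared with control gave 3604 called genes, 2157 higher and 1447 lower, and 3004 of them were called in the same direction between DOCA and control. Both comparisons share the control libraries. Simulated groups unchanged from control shared at most 0 such genes in place of finerenone and at most 1 in place of spironolactone. These groups were drawn around the observed control mean, and no version unchanged from control was run with all groups drawn anew. The simulation therefore does not show how much the shared libraries add.

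The drugs were compared directly. Finerenone compared with spironolactone gave 1672 called genes, 672 higher and 1000 lower. Without spironolactone replicate 2 the count was 1053. On the axis from control (0) to DOCA (1), built from 3902 genes, finerenone libraries scored 0.448 ± 0.0445 (SD, n = 4), with values from 0.394 to 0.492. Spironolactone libraries scored 0.931 ± 0.108 (SD, n = 3), with values from 0.827 to 1.04. The difference of -0.483 was larger than the spread between replicates, with an exact 2-sided permutation p of 0.0286, the smallest that 35 splits allow. This p takes libraries as independent, although libraries sharing a first code number lay closer together. Reassigning whole first numbers leaves too few splits for a p under 0.05. The axis was fitted to the control and DOCA libraries themselves, so a group unchanged from DOCA scores below 1. Simulated unchanged groups in place of spironolactone scored 0.935 on average, from 0.925 to 0.942. Genes were drawn independently in these groups, so that range understates the spread of real groups.

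**Figure D3:**
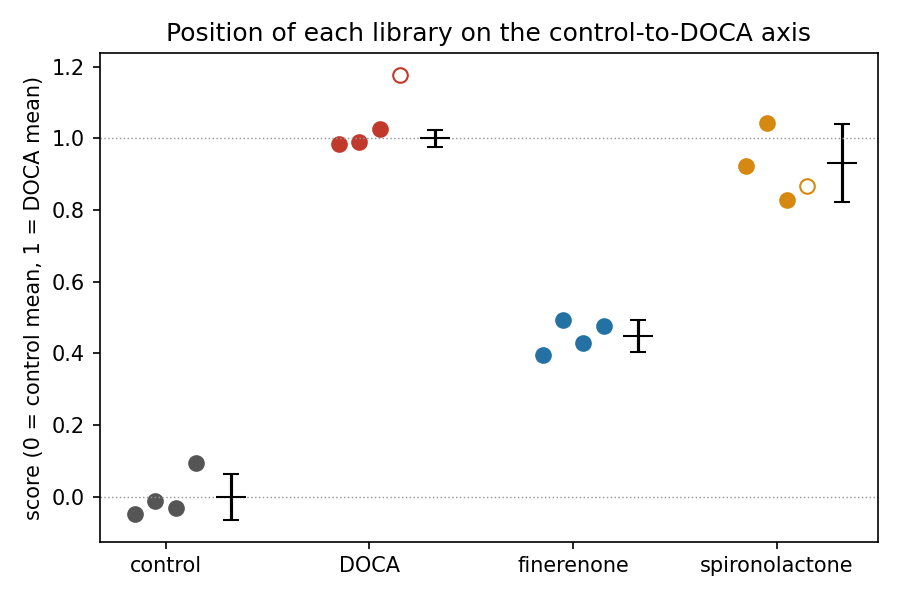
Score of each library on the control-to-DOCA axis (y axis, 0 is the control mean and 1 the DOCA mean) by group (x axis), with the mean and SD of the libraries in the test as black bars. Open circles are the 2 libraries left out. The 4 finerenone libraries lie between 0.394 and 0.492, below the 3 tested spironolactone libraries, which lie between 0.827 and 1.04.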

Values the study reported

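The study reported 3,219 genes changed between control and DOCA-treated kidneys in its bulk RNA-Seq. By the end of the study, systolic blood pressure was 181 mmHg in DOCA-salt rats and 115 mmHg in sham controls. Rats received 10 mg/kg finerenone or 50 mg/kg spironolactone.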

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

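The thinning of counts was a test chosen only after the result was seen, while the tests of depth and of exchanged labels were written before the data were examined. In 36 sets of 4 libraries, 9 had a library far from the other 3 by Dixon's ratio, where chance gives about 1.8. The 4 IDs were picked for large changes, and their low or variable counts make such gaps more frequent, so the number is not independent evidence.

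Spironolactone replicate 4 had 10932887 counts, above all other libraries. Its score on the control-to-DOCA axis was 0.868, within the range of the tested spironolactone libraries, although it was in no comparison. After its counts were thinned to the median of those libraries its score changed by 0.00342, compared with an SD of 0.108 among them, which argues against depth as a source of its position. Its distance to the rest of its group, 0.410 as a root mean square of log2 CPM, was the smallest of the 16 libraries, and 0 libraries were nearer after thinning. The values here give no ground for setting it apart from its group other than depth.

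DOCA replicate 4 scored 1.18 on the axis, above the tested DOCA libraries, which lay between 0.983 and 1.03. Those 3 define the axis, so their own spread is understated. Its distance to the rest of its group was 0.663, the largest of the 16 libraries. Lower depth is excluded for this library by its 7405497 counts, within the range of the others. It also had 111 CPM of ENSRNOG00000010478 and 20.2 CPM of ENSRNOG00000047321, each far above the other DOCA libraries. An exchange of labels was considered because the study's marking of its outliers appeared to give these 2 libraries the opposite groups. An exchange between DOCA replicate 4 and spironolactone replicate 4 cannot be told apart from correct labels, because 0 genes were called between the tested libraries of these groups. On the direction from DOCA to spironolactone (below 0 is the DOCA side), DOCA replicate 4 lay at -0.0553 and spironolactone replicate 4 at 0.0328, each on the side of its label. Only 1 of 6 left-out libraries of these groups was placed on the side of its own group. Leaving a library out of a mean of 3 moves it toward the other side by construction, so this count decides nothing. DOCA replicate 4 and spironolactone replicate 4 were in neither mean, so their positions are free of this effect. Their positions go with the labels, but without a usable measure of spread they cannot exclude an exchange. A larger response to the DOCA model in this animal, or a different piece of kidney, was not tested.

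Spironolactone replicate 2 had 76.8 CPM of ENSRNOG00000028896 and 165 CPM of ENSRNOG00000047321, each far above the other 3 spironolactone libraries. Finerenone replicate 1 had 19.4 CPM of ENSRNOG00000052810. Control replicate 1 held the only count of ENSRNOG00000028896 among control libraries (0.155 CPM), and DOCA replicate 3 held the only counts of ENSRNOG00000052810 among DOCA libraries (0.775 CPM). The count in control replicate 1 is below the floor of 3 counts and too low to weigh. The 7 counts in DOCA replicate 3 are above it. Without that library the call of ENSRNOG00000052810 for DOCA vs control was kept. The other tested DOCA libraries had 0 counts, so the size of the fitted log2 fold change, -10.3 in place of -6.21, was not measured. Control replicate 3 had 15438 genes with a count, with the other control libraries between 15255 and 15282, and it was also the deepest control library at 7798464 counts. No biological explanation was tested for these values.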

How the results depend on the processing

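The summed, second-number and abundant-gene alternatives were chosen after seeing the data, and the others before the data were examined.

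Counts stayed within 1.5 times of the reported value under RLE, upper quartile, filterByExpr, no filter, limma-voom, the fits of 2 groups and the replicate block. TPM fits and library size alone leave the composition of the libraries uncorrected. With library size alone, finerenone vs DOCA gave 3290 genes, finerenone vs spironolactone 2640 and reversal by finerenone 2794. With limma on log2(TPM + 1) the counts were 5934 for DOCA vs control, 4231 for finerenone vs DOCA, 2 for spironolactone vs DOCA, 5771 for spironolactone vs control, 3980 for finerenone vs spironolactone and 3715 reversed by finerenone. With log2(TPM + 0.1) they were 6248 for DOCA vs control, 4384 for finerenone vs DOCA, 6070 for spironolactone vs control, 4212 for finerenone vs spironolactone and 3846 reversed. The share of DOCA vs control genes that were higher was 57.6% with TMM, 69.3% with upper quartile, 90.2% with library size alone and 94.4% with log2(TPM + 1), while the median log2 fold change of all genes was 0.02, 0.12, 0.37 and 0.44. For finerenone vs DOCA this share was 44.0%, 33.5%, 10.9% and 5.72%, for finerenone vs spironolactone 40.2%, 31.3%, 9.92% and 3.79%, for spironolactone vs control 59.9%, 69.9%, 89.9% and 95.6%, and for finerenone vs control 79.6%, 85.1%, 89.9% and 92.0%. Directions are therefore relative to the TMM scale. On that scale the share also moved with the fit and the threshold. With libraries summed it was 58.4% for finerenone vs DOCA and 55.1% for finerenone vs spironolactone. With adjusted p alone it was 53.2% and 52.2%, and at a log2 fold change of at least 1 it was 31.1% and 22.2%. For DOCA vs control it was 49.8% with adjusted p alone. Which direction held more genes is therefore not fixed for these comparisons.

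For spironolactone vs DOCA, DESeq2 called 11 genes and edgeR's likelihood ratio test 7, with 6 and 5 reversed by spironolactone. The cause was not tested. With all 16 libraries, finerenone vs control gave 407. With adjusted p alone, finerenone vs DOCA gave 3087, finerenone vs spironolactone 2640 and reversal by finerenone 2693. At a log2 fold change of at least 1 the counts were 1779 for DOCA vs control, 644 for finerenone vs DOCA, 315 for finerenone vs control, 1674 for spironolactone vs control, 481 for finerenone vs spironolactone and 497 reversed by finerenone.

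With libraries sharing the first code number summed (9 units), finerenone vs DOCA gave 1180, finerenone vs control 173, finerenone vs spironolactone 684 and reversal by finerenone 1065, with fewer samples in the fit. With the second code number as a term, DOCA vs control gave 2335, finerenone vs control 13 and spironolactone vs control 2069. Control replicates 1, 3 and 4 carry a second number that no other group has, so contrasts with control then rest on control replicate 2.

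Leaving out each of 14 libraries gave 3408 to 3924 genes for DOCA vs control, 1508 to 2161 for finerenone vs DOCA, 0 to 2 for spironolactone vs DOCA, 349 to 847 for finerenone vs control, 2893 to 3641 for spironolactone vs control and 1053 to 1825 for finerenone vs spironolactone. Reversal ranged from 1292 to 1706 for finerenone and from 0 to 1 for spironolactone. The axis difference ranged from -0.534 to -0.427, and from -0.521 to -0.436 over 9 other alternatives. Without a finerenone or spironolactone library its exact permutation p was 0.1 or 0.0667, the smallest those sizes allow.

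With the replicate number as a block (replicate block) the counts were 3842, 1959, 0, 696, 3565 and 1614 in the order of the report's comparisons (DOCA vs control, finerenone vs DOCA, spironolactone vs DOCA, finerenone vs control, spironolactone vs control, finerenone vs spironolactone), and no count changed by over 1.5 times. ENSRNOG00000047321 lost its DOCA vs control call (edgeR adjusted p of 0.0854). Libraries with the same number were treated as unpaired. The correlation of their deviations exceeded 0.1 in 4 of 19 pairs, with a mean of 0.0207. Among pairs with different numbers it exceeded 0.1 in 3 of 54, with a mean of -0.00732. A weak pairing is therefore not excluded.

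Uncalled changes of spironolactone vs DOCA changed sign. For ENSRNOG00000028896 the log2 fold change was -0.140 with all 16 libraries, and from -0.149 to 1.10 without each library. For ENSRNOG00000010478 it was -0.744 with all 16 libraries and from -0.0477 to 0.468 without each library. For ENSRNOG00000052810 it was -0.0155 with library size alone, -0.0684 with libraries summed and -0.38 with the second code number. Without each library it ranged from -1.13 to 4.13. The 4.13 was without DOCA replicate 3, where the remaining DOCA libraries had 0 counts, so its size was not measured. For ENSRNOG00000047321 it ranged from -0.818 without spironolactone replicate 2 to 3.14. Camera and fry on the mineralocorticoid target set were not run, because they need gene names. As to depth, thinning spironolactone replicate 4 from 10932887 to 7738407 counts lowered its genes with a count from 16326 to 16046.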

Other observations

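The tests of the library code numbers and of the shift from the 50 most abundant genes were chosen only after the result was seen, and the splits of the libraries were planned.

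Other splits of the same libraries were tested for each comparison. For DOCA vs control, finerenone vs DOCA, finerenone vs control, spironolactone vs control and finerenone vs spironolactone, 1 of 35 splits, the real one, called as many genes, which excludes chance for libraries taken as independent. Libraries that share a first code number lie closer together, and reassigning whole first numbers leaves too few splits for a share under 0.05, so chance at that level was not tested. The highest counts of other splits were 2109, 605, 109, 1902 and 479. For spironolactone vs DOCA the real split called 0 genes, so all 10 of 10 splits called at least as many by definition, and this count says nothing about chance.

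The share of the 50 most abundant genes shifts all other genes when library size alone is used. TMM brought the median log2 fold change of all genes from 0.37 to 0.02 for DOCA vs control and from -0.29 to -0.03 for finerenone vs DOCA. It left 3902 and 2011 called genes. Other splits called at most 2109 and 605, but a shift that follows the groups would also be largest in the real split. That comparison therefore cannot tell the shift from other causes. With library size alone, 476 and 344 genes outside these 50 were called against the shift, a direction that the shift by itself does not give. Of all genes called with library size alone, 54.6% and 45.0% stayed called the same way with TMM. A rule considered earlier, that most of them stay called, was met for DOCA vs control and was not met for finerenone vs DOCA. The shift therefore accounts for many of the calls made without TMM. TMM takes most genes as unchanged, which was not tested.

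Libraries of a group that share the first number of their code lay closer together, at a mean root mean square distance of 0.582 in log2 CPM over 7 pairs, compared with 0.631 for the other pairs. Of 162 arrangements of these numbers within the groups, the real one was the closest, an exact permutation p of 0.00617, the smallest possible. Without the 2 libraries set aside, the exact permutation p was 0.0309. What the number stands for is not stated, and since each number occurs in 1 group, a shared housing, litter or processing batch and the treatment are confounded.

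Within finerenone, replicates 2 and 4 (first number 3) differed from replicates 1 and 3 (first number 2) in 207 called genes, while the other 2 ways of pairing these libraries gave 0. Total counts averaged 7383608 for number 3 and 7771178 for number 2, and they overlap. Genes with a count were fewer for number 3 (15611 and 15501) than for number 2 (15697 and 15781), as a lower mean depth would give. However, replicate 2 had fewer such genes (15611) than replicate 1 (15697) despite more counts (7698266 compared with 7485420). Depth does not give that order. The pairing that parts the deepest libraries (replicates 2 and 3) from the others gave 0 called genes although its means differ more (7877600 and 7277184), which argues against depth as the cause. Called genes compared with DOCA numbered 2394 for number 3 and 1565 for number 2. On the control-to-DOCA axis, replicates 2 and 4 scored 0.492 and 0.476, nearer to DOCA than replicates 1 and 3 (0.394 and 0.429). The larger count for number 3 therefore does not mean a larger move toward control. Across 14791 genes, which are not independent replicates, the deviation of DOCA replicate 4 from its group followed the difference between numbers 3 and 2 with a Pearson r of 0.415. Among 11 other libraries outside the finerenone group the largest size was 0.271. A candidate explanation is a source of variation common to these libraries, such as the part of the kidney taken. That was not tested, because regional marker genes need gene names.

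Dependence among libraries sharing a first number may account for part of the calls that involve finerenone. With such libraries summed, the share of called genes kept was 27.3% for finerenone vs control, 40.4% for finerenone vs spironolactone and 56.4% for finerenone vs DOCA, compared with 83.4% for spironolactone vs control and 88.1% for DOCA vs control. For each comparison that involves finerenone, dependence and the smaller number of units in the fit cannot be told apart as the reason for the loss.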
